A study of Mus musculus with 3 samples. Its data were reported in "Hemorrhage-activated NRF2 in tumor-associated macrophages drives cancer growth, invasion, and immunotherapy resistance" (2024).

How the data were processed

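Bone marrow-derived macrophages of 3 groups, WT control, WT heme and KeapKO control, were labelled by the authors with lipid-anchored multiplexing oligos, pooled with a further sample that is not analysed here, and sequenced as 3' single-cell libraries in 1 well. The authors deposited UMI counts per gene and per oligo for the cells assigned to each sample, and the submitters' processing notes name Cell Ranger 7.0.0 and the GRCm39 mouse genome. No coordinates are given here, since that annotation was not used. Each group holds 1 library, the WT groups come from 1 mouse and KeapKO control from another. The deposited counts cover 25827 genes and 12 oligo features.

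Cells with fewer than 500 detected genes or more than 15% mitochondrial UMIs were left out, 59 of 1777 barcodes in WT control, 28 of 1251 in WT heme and 44 of 1901 in KeapKO control. Median mitochondrial shares of the cells kept were 3.75%, 3.61% and 3.48%, and median ribosomal protein shares 13.2%, 10.4% and 12.6%. UMIs were summed over the cells of each library and scaled to the library total (CPM). Genes at 10 CPM or more in at least 1 of the libraries compared were counted as higher or lower by size alone, at a CPM ratio of at least 2 or at most 0.5. The interval of a CPM value is the exact Poisson interval and that of a ratio the exact conditional-binomial (Clopper-Pearson) interval, both at 95%. They cover counting error only and say nothing of the spread between cells, mice or cultures, so no test or p-value was computed. A count of 0 was read as up to 3 counts.

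Genes were named by a rule set before the data were examined: in each comparison genes among the 12 highest and 12 lowest ratios, leaving out mitochondrial, ribosomal protein and unnamed genes, up to 4 members with the largest ratios of each of 32 gene lists, the 9 genes that the study displayed, Keap1 and Nfe2l2. A few list members outside that rule, such as Fth1, Blvra, Blvrb, Txnrd1, Spp1, Apoe and the class II chains, and a few leading cluster genes were named after their values were seen. For each list the median log2 ratio of its measured members was set against 10000 random lists of the same size drawn from 20 bins of mean expression. The ratios of WT heme and KeapKO control to WT control were correlated across genes, beside 100 simulated draws in which neither group differed from the control, and beside 50 random splits of the control cells.

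Shares of cells with a UMI were taken after thinning every cell to the 10th percentile of depth, 13670 UMIs, which left out 209, 75 and 196 cells, with exact binomial intervals. Principal components (30, from 2000 variable genes), the 15 nearest neighbours, Leiden clusters at resolution 0.5 and Scrublet doublet calls, which numbered 11, 16 and 4, came from scanpy 1.11.5 and leidenalg 0.10.2. Cell types were given to clusters only by fixed markers, and 1 cluster without such a name is called class II-rich after some of its leading genes. Ratios and intervals used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. TMM factors came from edgeR 4.0.16 and median-of-ratios size factors from DESeq2 1.42.0 in R 4.3.3.

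The procedure was tested on simulated data with the real depths, in which 200 genes were set to differ. All genes set to 3-fold, 4-fold or 8-fold passed the 2-fold limit (100%), as did 0% of those set to 1.5-fold and of the unchanged genes, and the intervals held the true ratio for 88.0% to 98.0% of genes. The simulated counts varied by counting error alone, as the intervals assume. The test therefore checks the computation and says nothing of false calls from the spread between cells, cultures or mice. Alternatives covered the scaling, the total used for CPM, equal weighting of cells, the cell filter, doublets, the cells included, depth, the CPM floor, the fold limit, the number of components, neighbours and variable genes, thinning and clustering.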

Results

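The transcriptomes of single mouse bone marrow-derived macrophages were measured in 3 libraries, with 1 library per group. WT control cells were grown from the marrow of a wild-type mouse without added heme. WT heme cells came from the same mouse and were exposed to 300 µM heme-albumin, which carries the iron porphyrin released from hemoglobin, from day 3 until harvest on day 7. KeapKO control cells came from a conditional Keap1 knockout littermate, in which a Cre driver deletes the gene in blood-forming cells, and received no heme. KEAP1 is the adaptor that marks the transcription factor NRF2 for degradation, so its loss leaves NRF2 active without a stimulus. After filtering, 1718 WT control, 1223 WT heme and 1857 KeapKO control cells remained, with 41731213, 34261762 and 54565622 UMIs. The median cell held 22955.5 UMIs and 4714 genes in WT control, 26444 UMIs and 4823 genes in WT heme, and 28355 UMIs and 5000 genes in KeapKO control. Each group was 1 culture, so no test between groups was made, and every interval given is a 95% interval for counting error alone. CPM is the usual unit of UMI counts, summed over the cells of a library and scaled to its total.

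The targeted gene was examined first. Keap1 (ENSMUSG00000003308) stood at 14.8 CPM (13.6 to 16.0) in WT control, 11.1 CPM (9.98 to 12.2) in WT heme and 3.63 CPM (3.14 to 4.17) in KeapKO control, 4.07-fold lower (3.46 to 4.80) in the knockout than in WT control. The 198 Keap1 UMIs left in the knockout can stem from the undeleted part of the gene, since tags were read at the 3' end, or from cells in which deletion failed. Nfe2l2, which encodes NRF2, was measured at 211 CPM in WT control, 164 CPM in WT heme and 157 CPM in KeapKO control. The Y-linked gene Ddx3y was present in all 3 libraries, at 50.6, 44.5 and 53.6 CPM in the same order, and Eif2s3y at 44.1, 45.8 and 49.1 CPM.

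The first comparison, WT heme against WT control, asked what heme-albumin does to wild-type macrophages. The labels list no treatment for WT control, so whether it received albumin is not known. Heme and its carrier therefore cannot be told apart here. Heme-exposed cells carried more transcript of the heme-degrading enzyme Hmox1, the iron exporter Slc40a1 and the scavenger receptor Marco, and of glutathione genes and several matrix-degrading enzymes. They carried less transcript of interferon-stimulated, cholesterol-making and cell cycle genes. Hmox1, which opens the heme ring, stood at 5813 CPM against 448 CPM, a log2 ratio of 3.70 (3.68 to 3.72). Marco reached 2646 CPM against 124 CPM, 21.4-fold higher (20.8 to 22.0). Of 8108 genes at 10 CPM or more in at least 1 of these libraries, 327 were at least 2-fold higher and 413 at least 2-fold lower in WT heme. The median gene had a log2 ratio of -0.19, and under TMM scaling, which takes up most of that shift, the counts were 409 higher and 258 lower, so the share of higher genes was 44.2% in CPM and 61.3% under TMM. A list median near 0 can change sign relative to the median gene, and such values are given for several lists.

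Of the 9 genes that the study displayed for these cells, 7 were at least 2-fold higher in WT heme. The study showed them for these same libraries, so they are not independent evidence of a direction. Besides Hmox1 and Marco these were the cystine importer Slc7a11, 15.5-fold higher (14.3 to 16.9), the quinone reductase Nqo1, 9.11-fold higher (8.65 to 9.60), the iron exporter Slc40a1, 4.24-fold higher at 992 against 234 CPM, the glutathione synthesis subunit Gclm, 3.22-fold higher at 2182 against 678 CPM, and the glutathione reductase Gsr, 2.54-fold higher. The macrophage marker Adgre1 was measured at 504 CPM in WT heme and 514 CPM in WT control, and the growth factor receptor Csf1r at 439 and 338 CPM. A list of further NRF2 targets, which leaves out the genes just named, had a median log2 ratio of 0.69, above 100% of 10000 random lists of like expression, with 10 of 29 measured members at least 2-fold higher and 0 lower. Gclc, the catalytic subunit of glutathione synthesis, was 3.89-fold higher (3.75 to 4.04), and Prdx1, a peroxide-removing enzyme, stood at 15039 against 5954 CPM. Across glutathione and thioredoxin genes the median log2 ratio was 0.77, with 9 of 23 at least 2-fold higher, led by the glutathione transferases Mgst2, 28.6-fold higher (26.4 to 31.0), and Gstm2, 7.87-fold higher. Genes that regenerate NADPH had a median of 0.46, with H6pd and Me1 each 2.88-fold higher.

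Hmox1 and Slc40a1 were counted with the study's genes and are left out of the heme and iron list in each comparison. Of its measured genes, 2 of 20 were at least 2-fold higher and 1 lower, with a median of -0.05, or 0.13 relative to the median gene. Spic, the transcription factor of red pulp macrophages, rested on 611 UMIs in WT heme and 10 in WT control, 74.4-fold higher (40.2 to 156). Tfrc, the transferrin receptor that imports iron, was 6.69-fold lower (6.23 to 7.20), at 24.4 against 163 CPM. Blvra and Blvrb, which act after Hmox1 in heme breakdown, were measured at 107 against 170 CPM and 1501 against 1271 CPM. The endosomal heme transporter Slc48a1 was 2.53-fold higher, and the ferritin subunit Fth1 was measured at 87175 against 54023 CPM. Matrix remodelling genes had a median of 0.85, with 6 of 13 at least 2-fold higher and 1, the protease Plau, lower, at 11.8 against 40.5 CPM. The collagenase Mmp8 was 24.7-fold higher (23.8 to 25.6), Mmp13, of the same family, stood at 87.1 against 7.28 CPM, and the elastase Mmp12 was 3.43-fold higher. The matrix proteoglycan Vcan was 42.7-fold higher (35.3 to 52.0). The highest ratio of all belonged to Saa3, an acute-phase protein, at 316 against 3.02 CPM, 105-fold higher (87.8 to 126). Next came the adhesion molecule Esam, 85.8-fold higher (55.3 to 141), Serpinb10, 63.3-fold higher, the peptide hormone gene Cck, 47.8-fold higher, the metal-binding Mt3, 45.3-fold higher, and Ly6a, 36.6-fold higher. The ratio of Cck rested on few cells. It stood at 141 CPM in a group of 186 WT heme cells, of which 14.5% held a UMI, against 5.41 CPM in the other WT heme cells. Hal, Pdpn and Treml4 were higher at 33.8-fold, 31.9-fold and 29.8-fold.

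The interferon response list was lower in WT heme, with a median of -1.24 and 10 of 17 members at least 2-fold lower. Rtp4 was 6.17-fold lower (5.37 to 7.13), Oasl2 4.07-fold lower and Isg15, a ubiquitin-like antiviral protein, 3.65-fold lower, while Ly6e went the other way at 3.55-fold higher. Cholesterol synthesis genes had a median of -1.03, and 10 of 15 were at least 2-fold lower, among them the sterol sensor partner Insig1, 3.54-fold lower (3.28 to 3.83), and Fdps, 3.01-fold lower. Scd1, which desaturates fatty acids, was 17.3-fold lower (14.0 to 21.5). Genes of S phase and of G2/M had medians of -1.22 and -1.07, with 13 of 18 and 16 of 20 at least 2-fold lower. Stress response genes of the amino acid and unfolded protein pathways had a median of -0.50, with 5 of 16 lower, including the serine synthesis enzyme Phgdh, 5.25-fold lower. The lipid genes of the LXR list had a median of -0.51, with Pparg 5.91-fold and the cholesterol exporter Abca1 2.57-fold lower. Lowest in ratio were Tox2, 28.7-fold lower (21.2 to 39.9), Bcl2a1b, 25.2-fold lower (20.9 to 30.6), and Fat3, 20.4-fold lower. Bcl2a1b belongs to a family of near-identical genes between which tags may be misassigned. Chn2, Cmah, Hmga2, Pcp4l1, Cbr2, Hdac9, Tmod1 and Gatm were between 9.26-fold and 14.0-fold lower.

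Markers given to tumor-associated macrophages were split in WT heme, with 2 of 14 at least 2-fold higher and 6 lower, and a median of -0.57. The mannose receptor Mrc1 was 4.66-fold lower (4.55 to 4.78), the folate receptor Folr2 7.33-fold lower, the complement subunit C1qb 3.85-fold lower and the growth factor Vegfa 3.05-fold lower. Cd274, which encodes the checkpoint ligand PD-L1, was 3.96-fold higher (3.64 to 4.32). Apoe was measured at 1851 against 3389 CPM and Spp1 at 2225 against 2439 CPM. Arg1 had 4 UMIs in WT heme, 41 in WT control and 13 in KeapKO control, below 1 CPM in each. Inflammatory genes were split as well, with 3 of 10 higher, such as the chemokine Cxcl2 at 6.91-fold and Tnf at 2.18-fold, and 3 lower, such as Ccl4 at 3.77-fold and Ccl7 at 2.58-fold. Monocyte markers had a median of 1.64, with 6 of 7 at least 2-fold higher, including Hp, 7.08-fold, and Ly6c2, 6.63-fold (6.03 to 7.30). The class II-rich cluster, with higher Ly6c2, Ccr2, Hp and Vcan, held 15.1% of WT heme and 2.10% of WT control cells. F13a1 and Vcan were also higher in a cluster of 892 cells, 99.3% of them WT heme. How far the shares of cells carry the list's median was not tested. Macrophage identity genes had a median of 0.02, or 0.21 relative to the median gene, with Cebpa and Cebpb 2.29-fold and 2.13-fold higher and Cd14 and Fcgr1 3.49-fold and 2.32-fold lower.

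The medians of the remaining lists ranged from -0.41 to 0.40 in WT heme. Glycolysis, MHC class I and lysosome genes had medians of -0.10, -0.10 and -0.24, or 0.08, 0.09 and -0.05 relative to the median gene, with 0 members past 2-fold in either direction. MHC class II genes had a median of 0.36, or 0.55 relative to the median gene, with H2-DMa alone past 2-fold among 7. The class II chains H2-Aa, H2-Ab1 and H2-Eb1 had log2 ratios of -0.10, 0.04 and -0.43. A cluster with class II genes among its leading genes, called class II-rich here, held 15.1% of WT heme cells, 2.10% of WT control cells and 57.1% of H2-Aa UMIs of WT heme. Outside it H2-Aa and H2-Eb1 stood at 16.0 and 8.42 CPM in WT heme against 21.9 and 13.6 CPM in WT control, and the invariant chain Cd74 at 89.7 against 83.4 CPM. The intervals of H2-Ab1 there were 10.8 to 13.3 CPM in WT heme and 13.3 to 15.6 CPM in WT control. Leaving the cluster out removes unequal shares of the libraries, so the values outside it give no direction. Heat shock, immediate early and hypoxia genes had medians of -0.35, 0.22 and -0.41, and the immediate early median was -0.04 within macrophage-like clusters alone. Neutrophil markers had a median of 0.40 over 6 genes, led by Csf3r at 2.64-fold, and it was -0.70 without cells that held a Mki67 or Top2a UMI. Dendritic, mast cell, erythroid and stromal lists had 0 members at 10 CPM. The B cell list had Ighm alone, 2.08-fold lower, the T and NK list Il7r alone at 47.0 against 44.8 CPM, the osteoclast list Nfatc1 and Atp6v0d2, neither past 2-fold, and the Y-linked genes a median of -0.17.

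**Figure D1:**
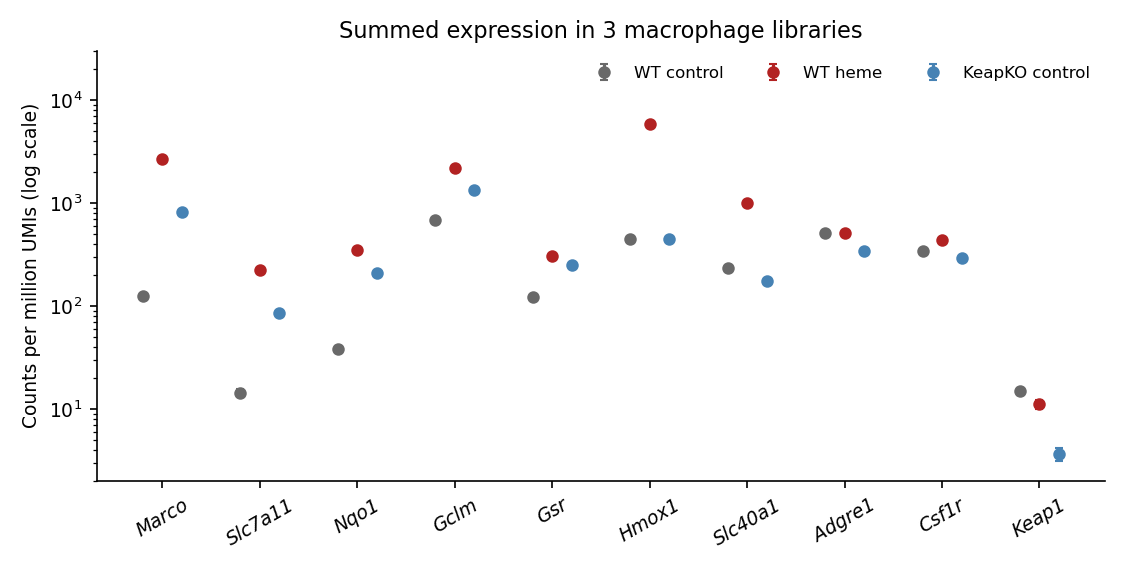
Expression of the genes the study displayed, and of Keap1, in CPM on a log axis, with 1 point per library and bars for the 95% Poisson interval, mostly smaller than the points. Marco, Slc7a11, Nqo1, Gclm and Gsr were higher in WT heme and KeapKO control than in WT control, while Hmox1 stood at 5813 CPM in WT heme and near 447 CPM in both others.

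The second comparison, KeapKO control against WT control, asked what loss of Keap1 does in the absence of heme. Knockout cells carried more transcript of glutathione-making and matrix-degrading genes and of Marco, as heme-exposed cells did, and less transcript of interferon-stimulated, cholesterol-making and cell cycle genes. Hmox1 did not follow, at 447 CPM against 448 CPM, and neither did Slc40a1, at 175 against 234 CPM. Marco was 6.59-fold higher (6.40 to 6.78), Slc7a11 5.96-fold higher (5.47 to 6.50), Nqo1 5.46-fold higher (5.18 to 5.76) and Gsr 2.07-fold higher. Gclm was 1.95-fold higher, Adgre1 1.51-fold lower and Csf1r 1.15-fold lower, and 4 of the 9 genes were at least 2-fold higher. Of 8078 genes, 231 were at least 2-fold higher and 431 at least 2-fold lower. The median gene had a log2 ratio of -0.15, and under TMM the counts were 287 and 312, so the share of higher genes was 34.9% in CPM and 47.9% under TMM.

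The NRF2 target list had a median of 0.34 in the knockout, above 100% of random lists, with 5 of 27 at least 2-fold higher and 0 lower. Gclc was 3.47-fold higher (3.35 to 3.59), the glutathione transferases Gsta3 and Gstm1 3.13-fold and 2.58-fold higher, and Prdx1 2.49-fold higher. Glutathione and thioredoxin genes had a median of 0.65, with 8 of 23 higher and 2 lower, and NADPH genes a median of 0.16 with 0 of 10 past 2-fold. Matrix remodelling genes had a median of 1.84, with 7 of 12 at least 2-fold higher and 1 lower. Mmp12 stood at 3769 against 343 CPM, 11.0-fold higher (10.8 to 11.2), Mmp13 was 18.1-fold higher (16.1 to 20.3), Mmp8 11.1-fold higher and the matrix protein Fn1 5.81-fold higher. Within heme and iron genes, Alas1, the first enzyme of heme synthesis, was 5.57-fold higher (5.35 to 5.80), at 353 against 63.4 CPM. Tfrc was 3.12-fold lower and Steap3, an iron reductase, 2.09-fold lower, and the list's median was 0.01.

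Mboat2, a lysophospholipid acyltransferase, had the highest ratio in the knockout, at 122 against 1.44 CPM, 85.2-fold higher (66.1 to 112). It was followed by Heph, a ferroxidase, 46.8-fold higher (36.1 to 61.8), Cck, 30.2-fold higher, the growth factor receptor Met, 26.7-fold higher, the retinol-oxidising enzyme Adh7, 20.3-fold higher, and Nnmt, at 10.1 against 0.503 CPM. Il1f9, Itgal, Slc36a2 and Hal were between 11.6-fold and 15.4-fold higher. Interferon genes filled much of the other end, with a list median of -2.45 and 15 of 17 at least 2-fold lower. Rtp4 was 44.2-fold lower (33.4 to 59.9), Ifi27l2a 40.1-fold lower (37.8 to 42.5) at 21.5 against 860 CPM, Oas2 32.8-fold, Ifit3 29.8-fold and Oasl2 16.0-fold lower, and Ifit1 stood at 0.641 against 12.8 CPM. Scd1 had the lowest ratio, 57.4-fold lower (42.6 to 79.3), and Tox2, Cbr2, Fat3, Hmga2 and Arfgef3 were between 14.5-fold and 25.9-fold lower. Cholesterol synthesis genes had a median of -1.07, with 8 of 15 at least 2-fold lower, including Fdps at 3.88-fold and Insig1 at 3.30-fold. The S phase and G2/M medians were -0.84 and -1.39, with 5 of 18 and 19 of 20 genes at least 2-fold lower.

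Inflammatory genes had a median of -0.61, with 1 of 10 at least 2-fold higher, Cxcl2 at 18.0 against 7.38 CPM, and 4 lower, among them the monocyte-attracting chemokines Ccl7, Ccl4 and Ccl2 at 7.57-fold (7.04 to 8.15), 6.67-fold and 5.26-fold. Cd14, a co-receptor for bacterial lipopolysaccharide, was 6.42-fold lower, and the macrophage identity list had a median of 0.16. Tumor-associated macrophage markers had a median of 0.19, with Folr2 9.99-fold and Mrc1 4.47-fold lower and Cd274 3.04-fold higher. Apoe stood at 5016 against 3389 CPM and Spp1 at 2800 against 2439 CPM. Lysosome genes had a median of -0.09, or 0.05 relative to the median gene, although Atp6v0d2, a proton pump subunit, was 3.93-fold higher and the protease Ctsl 3.18-fold higher. The LXR list had a median of -0.66, with Abca1 5.67-fold lower (5.37 to 6.00) and the scavenger receptor Cd36 2.13-fold higher, and the median was 0.11 at a floor of 50 CPM. Stress response genes had a median of -0.56, led by Phgdh at 5.17-fold and Asns at 4.52-fold lower, and hypoxia genes a median of -0.42, or 0.05 at that higher floor. Glycolysis, MHC class I, heat shock and immediate early genes had medians of -0.23, -0.22, 0.09 and -0.28.

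MHC class II genes had a median of 0.44 in the knockout, with H2-DMa 2.59-fold and Ctss 2.28-fold higher among 7. Without the cells of the class II-rich cluster the median was -1.21. That cluster held 21.3% of knockout cells with 84.1% of their H2-Aa UMIs, but 2.10% of WT control cells with 39.5% of theirs. It was left out after its class II genes had been seen, so the value of -1.21 gives no direction for the remaining cells. Monocyte markers had a median of 1.39, with 4 of 6 at least 2-fold higher, including Hp at 4.79-fold and Ly6c2 at 3.67-fold. Clustered alone, the knockout had a group of 153 cells with Ly6c2 at 563 CPM, against 21.4 CPM in its other cells. Hp stood there at 199 against 10.5 CPM. How much of the list's median came from that group was not tested. Osteoclast markers had a median of 2.37, with Dcstamp 7.44-fold (5.77 to 9.74), Acp5 6.81-fold and Atp6v0d2 higher and Nfatc1 1.27-fold lower. Within macrophage-like clusters alone, Dcstamp had a log2 ratio of -0.01. These leave out the class II-rich cluster, where Dcstamp stood at 50.9 against 1.76 CPM in all other cells, so that value gives no direction. The integrin Itgax, used as a dendritic marker, was 8.18-fold higher (7.28 to 9.21), and Batf3 1.29-fold higher. Neutrophil markers had a median of -0.59 over 5 genes, with Camp 3.74-fold lower, and 0.46 without the cells nearest another library. Ighm was 3.66-fold lower and Il7r 2.57-fold higher, the mast cell, erythroid and stromal lists had 0 members at 10 CPM, and the Y-linked genes had a median of 0.03.

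**Figure D2:**
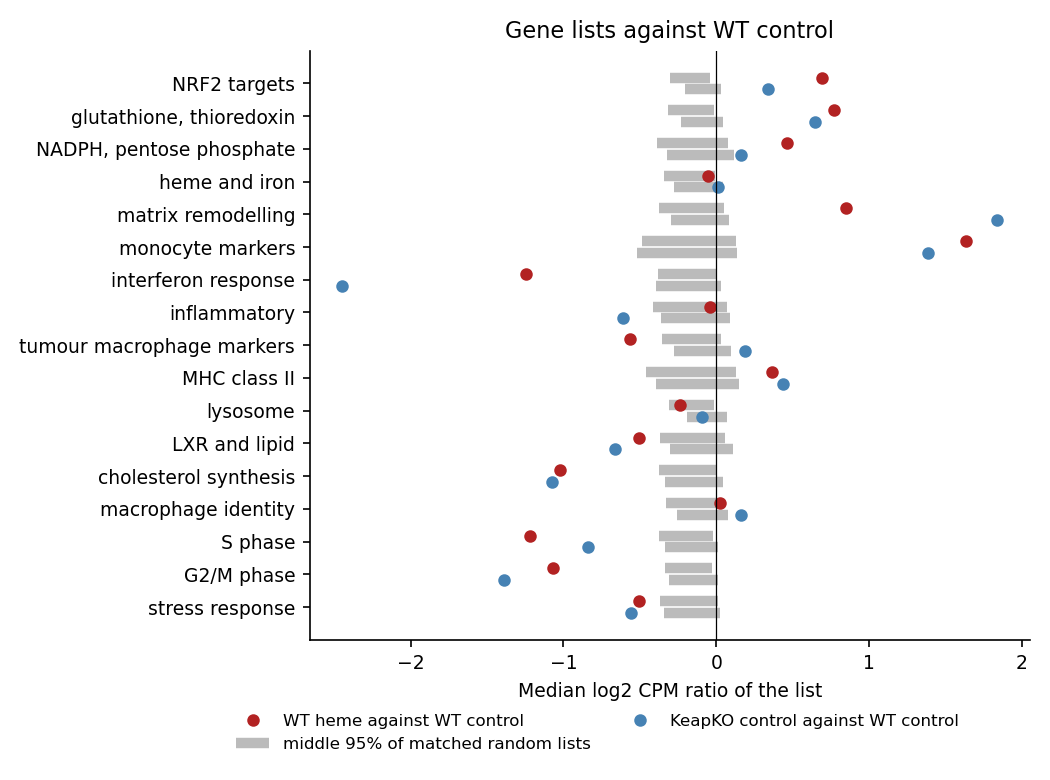
Median log2 CPM ratio of each gene list for WT heme and KeapKO control, each against WT control, with gray bars for the middle 95% of 10000 random lists matched on expression. NRF2 targets and matrix remodelling genes lay above the bars and interferon, cholesterol and cell cycle genes below them in both comparisons, whereas tumor-associated macrophage markers lay below in WT heme at -0.57 and above in KeapKO control at 0.19.

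The third comparison, WT heme against KeapKO control, asked what differs between cells with heme and cells whose NRF2 is freed genetically. Heme-exposed cells had far more Hmox1, Slc40a1 and Spic, and knockout cells had more Mboat2, Heph, Alas1 and Itgax. In WT heme Hmox1 stood at 5813 against 447 CPM, a log2 ratio of 3.70 (3.68 to 3.72), and Slc40a1 was 5.67-fold higher (5.54 to 5.80). Spic was 108-fold higher (56.6 to 238), resting on 9 UMIs in the knockout. Of 7822 genes, 228 were at least 2-fold higher and 142 at least 2-fold lower in WT heme, and the median gene had a log2 ratio of -0.03.

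Several NRF2 targets were higher in WT heme than in the knockout. The list's median was 0.27, with 4 of 29 at least 2-fold higher and 0 lower, among them Aox1 at 5.82-fold (4.92 to 6.90), the glycine transporter Slc6a9 at 3.52-fold and the autophagy receptor Sqstm1 at 2.25-fold. Marco was 3.25-fold higher and Slc7a11 2.60-fold higher, while Gsr and Nqo1 were 1.23-fold and 1.67-fold higher. Of the 9 genes the study displayed, 4 were at least 2-fold higher, with a median of 0.74. Mgst2 was 4.08-fold higher, and glutathione and thioredoxin genes had a median of 0.17. Txnrd1, a thioredoxin reductase, went the other way, at 327 CPM in WT heme and 448 CPM in the knockout. Serpinb10, Saa3, the collagen gene Col18a1, Col19a1, Tmem117, Mt3, Esam, Abca8b, Ly6a and Vcan were between 12.3-fold and 24.5-fold higher in WT heme.

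Lower in WT heme were Mboat2, 53.1-fold (42.5 to 67.2), Bcl2a1b, 48.2-fold, with the same caution on its family, the chemokine Cxcl14, 40.6-fold (22.5 to 81.7), and Heph, 27.2-fold. Alas1 was 5.53-fold lower, Itgax 8.01-fold lower and Atp6v0d2 6.42-fold lower, and Pde1c, Id1, Ksr2, Chst11, Rhoh and Dach1 were between 6.63-fold and 10.2-fold lower. Heme and iron genes as a list had a median of 0.14. The interferon list, whose median was below 0 against WT control in both states, had a median of 0.89 over 9 genes in WT heme against the knockout. Of these, 2 were at least 2-fold higher and 0 lower, with Rsad2 7.15-fold higher (5.69 to 9.06). Inflammatory genes had a median of 0.85, with 4 of 10 at least 2-fold higher, including Nfkbiz at 3.71-fold, Ccl2 at 3.15-fold and Ccl7 at 2.93-fold, and 1 lower, Tnfaip3, at 7.82 against 22.9 CPM. Il10, an anti-inflammatory cytokine, was 6.93-fold higher (5.47 to 8.86), at 10.9 against 1.58 CPM. Vegfa was 5.30-fold lower (4.75 to 5.93), Apoe 2.71-fold lower and C1qb 2.37-fold lower, and tumor-associated macrophage markers had a median of -0.26.

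Matrix genes were split, with Plau 4.02-fold, Thbs1 3.36-fold and Mmp12 3.20-fold lower in WT heme, 3 of 13 genes at least 2-fold higher and 5 lower. Their median was -0.60 at the floor of 10 CPM and 0.24 at floors of 2 or 50 CPM, so it gives no direction. Monocyte markers had a median of 0.84, led by Vcan and by F13a1, 3.55-fold higher, and osteoclast markers a median of -1.49. MHC class II genes had a median of -0.36, or 0.36 without the class II-rich cluster. That cluster held 21.3% of knockout cells and 15.1% of WT heme cells, so the change of sign gives no direction. Neutrophil markers had a median of 0.82, or -0.02 within macrophage-like clusters, where Ngp, 2.25-fold higher over all cells, had a log2 ratio of -0.70. The G2/M list had a median of 0.38, or -0.70 without cells that held a Mki67 or Top2a UMI. Both genes belong to that list, so the filter selects on the outcome and the value of -0.70 gives no direction. S phase, cholesterol synthesis, lysosome, heat shock and immediate early genes had medians of -0.28, -0.17, -0.21, -0.40 and 0.59, and Dusp1, a phosphatase that restrains kinase signaling, was 2.51-fold higher. NADPH, glycolysis, LXR, MHC class I, stress response, hypoxia, macrophage identity and Y-linked genes had medians of 0.27, 0.14, 0.13, 0.07, 0.02, 0.02, 0.01 and -0.12. The lactate exporter Slc16a3 was 2.27-fold higher, Ighm 1.76-fold higher, and Il7r 2.45-fold lower.

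The 2 sets of ratios against WT control were then compared gene by gene, to describe how far heme and Keap1 loss go with differences in the same genes. The genes compared were the 8217 at 10 CPM or more in any of the 3 libraries, a wider set than in the comparisons above, so the counts are higher than there. Of the genes at least 2-fold higher, 342 in WT heme and 255 in KeapKO control, 174 were shared. They include Marco, Nqo1, Slc7a11, Gclc, Mmp8, Mmp12 and Mmp13. Of those at least 2-fold lower, 417 and 440, 265 were shared, among them Mrc1, Tox2, Scd1, Rtp4 and Ifi27l2a. Independent lists of these sizes would share 10.6 genes higher and 22.3 lower. By the same measure 8 genes were higher in WT heme and lower in the knockout, and 3 the reverse, for which no such value was computed. Across these genes, which are not independent replicates, Pearson's r was 0.686 and Spearman's rho 0.579. Both ratios share the same control library. Its counting error alone gave a mean r of 0.505 and a covariance of 0.00174 in simulated unchanged groups, against a covariance of 0.298 observed, and with the control cells split at random so that each ratio had its own, r was 0.672. Neither value covers a peculiarity of the single WT control culture, which enters both ratios, so the overlap and r are descriptions only.

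**Figure D3:**
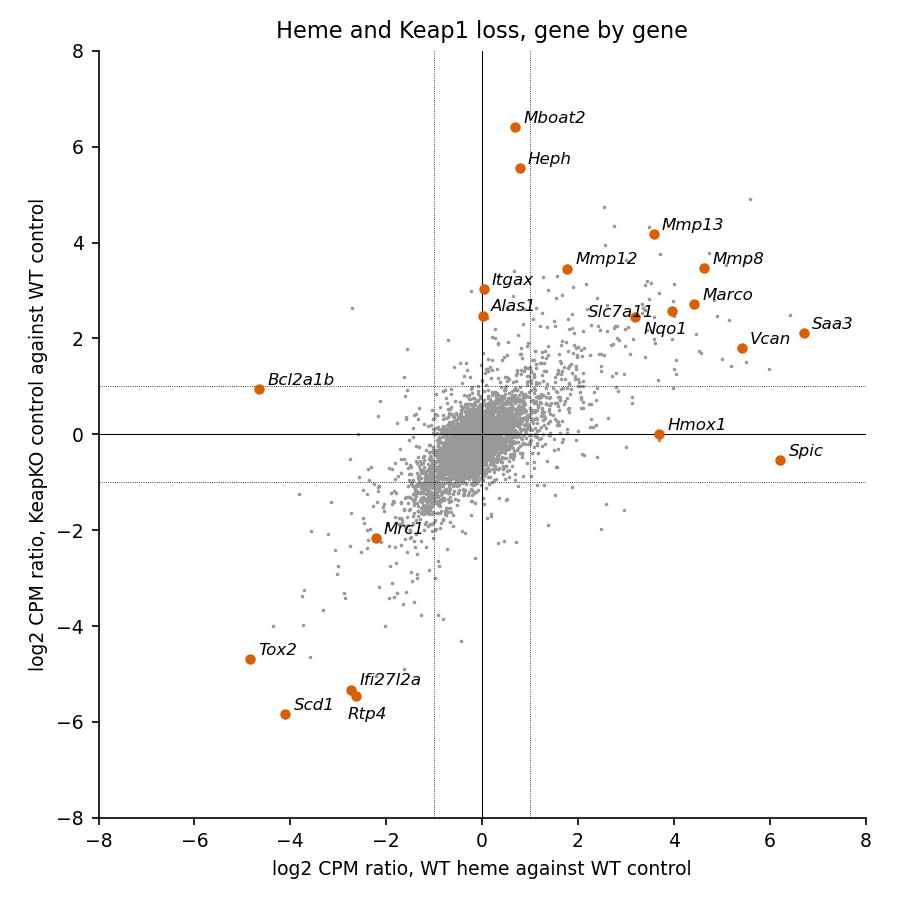
Log2 CPM ratio of each of 8217 genes in WT heme (x axis) and KeapKO control (y axis), both against WT control, with dotted lines at 2-fold and named genes in orange. Some named genes, such as Nqo1, Mmp13, Mrc1 and Tox2, lie near the diagonal. Hmox1, Spic, Saa3 and Vcan are displaced along the heme axis and Mboat2, Heph, Alas1 and Itgax along the knockout axis. Rtp4 and Ifi27l2a are lower in both, but further down in KeapKO control, and Bcl2a1b is far lower in WT heme alone.

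Cells were next examined singly, after thinning each to 13670 UMIs, to see whether a difference lay in every cell or in a share of them. Hmox1 was found in 96.3% of WT control, 100% of WT heme and 96.3% of KeapKO control cells, and its median was 5, 80 and 5 UMIs per cell. The 10th percentile of WT heme cells, at 20 UMIs, lay above the 95th percentile of WT control and KeapKO control cells, at 14 and 15 UMIs. Nqo1 was found in 30.2% (27.9 to 32.6), 94.9% (93.5 to 96.1) and 81.6% (79.6 to 83.4) of cells, Slc7a11 in 10.1%, 75.3% and 46.8%, and Marco in 41.6%, 87.7% and 67.1%. Before thinning these shares were 39.8%, 96.3% and 91.0% for Nqo1, 14.2%, 81.7% and 61.5% for Slc7a11, and 53.9%, 90.8% and 75.4% for Marco. Slc40a1 was found in 78.4%, 97.0% and 66.6% of cells, against 83.0%, 96.4% and 74.7% before thinning. Gclm, Adgre1, Csf1r and Spp1 were found in at least 96.3% of cells of each library. Gsr was found in 71.8%, 95.2% and 92.3% of cells, or 80.2%, 97.4% and 97.0% before thinning. The proliferation genes Mki67 and Top2a were found in 33.9% and 31.5% of WT control cells, 22.0% and 15.9% of WT heme cells, and 15.9% and 16.8% of KeapKO control cells, and before thinning in 37.1% and 35.0%, 27.5% and 21.3%, and 19.6% and 22.8%. H2-Ab1 was found in 3.45%, 7.49% and 6.86% of cells, or 5.47%, 10.7% and 9.42% before thinning, and Arg1 in fewer than 1% of each library. No cell type that should lack these genes was present to measure free RNA, but the pool shared its free RNA and Spic stood at 0.240 and 0.165 CPM in WT control and KeapKO control against 17.8 CPM in WT heme. The T cell gene Cd3e had 0 UMIs in 1509, 1148 and 1661 cells, which allows shares of up to 0.244%, 0.321% and 0.222% of cells with a UMI.

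**Figure D4:**
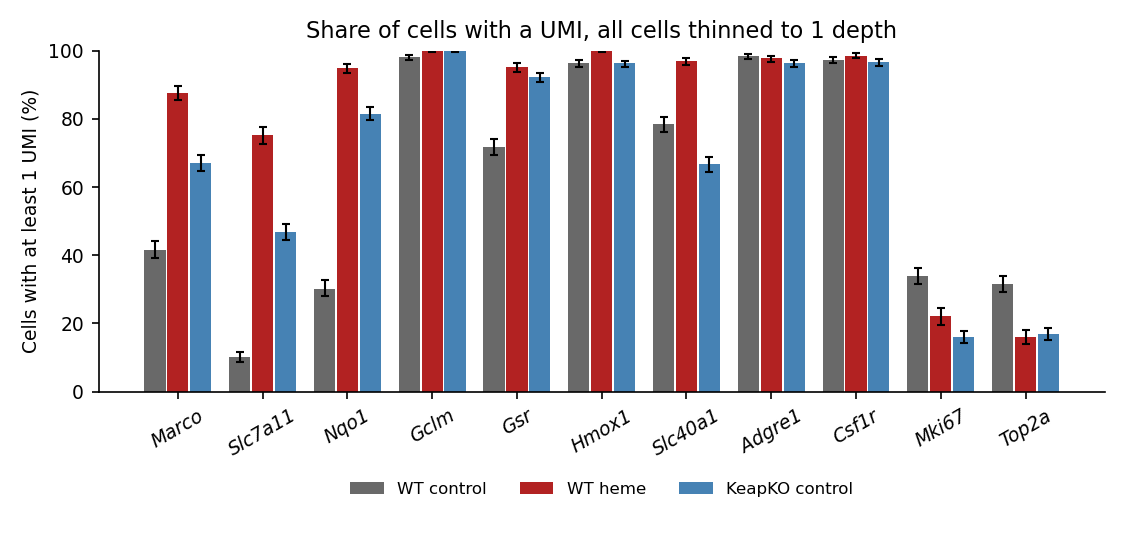
Share of cells with at least 1 UMI of each gene in percent after thinning to 13670 UMIs per cell, with 1 bar per library and exact 95% binomial intervals. Slc7a11, Nqo1 and Marco were found in more cells of WT heme and KeapKO control than of WT control, and Mki67 and Top2a in fewer.

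In a principal component analysis of the thinned cells the 3 libraries stood apart. Component 1, which held 8.67% of the variance, had medians of -5.42 in WT control, 4.32 in WT heme and 2.76 in KeapKO control. Its highest weights belonged to Mmp8, Mmp12, Pla2g7, Clec4n and Marco, and its lowest to Mrc1, Ifi27l2a and Dab2. On 30 components, 3.01% of the 15 nearest neighbours of WT heme cells came from KeapKO control, where full mixing would give 38.5%, and 96.3% came from their own library. On components 1 and 2 alone the same share was 42.9%, and 55.5% came from their own library, where full mixing would give 26.6%. Heme-exposed and knockout cells thus overlapped in part there and separated further on later components. The centroids of WT heme and KeapKO control were 7.76 units apart on 30 components, those of WT control and WT heme 10.6, and those of WT control and KeapKO control 8.97. Leiden clustering gave 5 clusters, 3 of them at least 98.2% from 1 library and with all 9 macrophage markers in at least 25% of their cells, by which they were called macrophage-like. None of these markers was among their 10 leading genes, and those of the knockout's cluster held Itgax and Atp6v0d2, listed as dendritic and osteoclast markers. A cluster of 718 cells led by Nusap1, Cenpf and Top2a was cycling-like. It also had all 9 macrophage markers in at least 25% of its cells, but is left out of the values given for macrophage-like clusters. A cluster of 616 cells had 6 of the 9 markers and higher Ly6c2, Ccr2, Hp and Vcan. Of the latter's genes with the highest ratios, Cd74, H2-Aa and Dcstamp were found in 65.1%, 23.5% and 19.8% of its cells, and Ccl5 in 0.812%, so that few cells carry the ratio of Ccl5.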

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

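The tests in this part were all chosen after the values were seen, and no biological explanation was tested. Besides its own oligo, each library held signal of the oligo of the pooled sample that is not analysed here, data outside the main measurement. Its median share of a cell's oligo UMIs was 4.32% in WT control, 4.06% in WT heme and 3.67% in KeapKO control, while the 8 oligos left out of the pool had 34 UMIs in all cells together. Oligo passed between cells or droplets after pooling is a candidate source, since the other analysed samples' oligos were also found in every library, at a median of at least 2.25% per cell. Cells of the further sample counted among these libraries stay open: in 0 cells did its oligo outnumber the library's own and its highest share was 38.1%, but cells had been assigned by these same oligos. The same pooling would let free RNA pass between libraries.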

How the results depend on the processing

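Cluster 4, the class II-rich cluster, was left out as an alternative chosen after seeing the data, and all others were set before the data were examined. Which clusters count as macrophage-like was fixed only once the clusters had been seen. No paired analysis was possible because each group held 1 library, and leaving out a replicate was not possible for the same reason. Counts of genes at least 2-fold higher and lower stayed within 1.5 times under every change of cells, totals and depth, and covariances kept their sign. The sizes of single named genes were less stable. Over the genes picked by the naming rule and the alternatives, 488 log2 ratios moved out of their counting interval in the first comparison, 531 in the second and 248 in the third. Those that stayed inside numbered 1163, 1145 and 1428. The rule favors genes with large ratios, so these numbers do not speak for all measured genes. TMM and median of ratios gave 258 genes lower in WT heme than in WT control, since both raise its ratios. Counts (higher and lower) for WT heme against WT control, KeapKO control against WT control, and WT heme against KeapKO control were 507 and 634, 364 and 729, 428 and 251 at a floor of 2 CPM; 150 and 145, 97 and 141, 89 and 59 at 50 CPM; 608 and 1137, 442 and 1049, 609 and 460 at 1.5-fold; and 121 and 53, 81 and 72, 49 and 26 at 4-fold, by construction of these limits. Pearson's r was 0.651 in macrophage-like clusters, 0.670 without cells with Mki67 or Top2a, 0.668 without cluster 4 and 0.669 at 2 CPM. The KeapKO share of WT heme cells' neighbours was 5.14% with 50 neighbours and 42.9% on 2 components. The cause was not tested for r, the shares or the reversals that follow.

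In macrophage-like clusters the reversed log2 values were -0.0149 for Dcstamp (KeapKO control against WT control), -0.70 for Ngp (WT heme against KeapKO control), -0.0353 for immediate early and -0.84 for neutrophil genes (WT heme against WT control), and -0.67 for G2/M and -0.0201 for neutrophil genes (WT heme against KeapKO control). Without cells with Mki67 or Top2a they were -0.70 for neutrophil genes (WT heme against WT control) and -0.70 for G2/M genes (WT heme against KeapKO control), and with cells weighted equally -0.73 for neutrophil genes (WT heme against WT control). Mki67 and Top2a are members of the G2/M list, so its value under that filter gives no direction. Macrophage-like clusters leave out the cycling-like and the class II-rich cluster, so their values for G2/M genes and for Dcstamp give no direction either. In KeapKO control against WT control they were 0.46 for neutrophil genes without cells nearest another library, 0.11 for LXR and 0.0497 for hypoxia genes at 50 CPM, and -1.21 for MHC class II genes without cluster 4. In WT heme against KeapKO control they were 0.36 for MHC class II genes without cluster 4 and 0.24 for matrix genes at 2 and at 50 CPM. Intervals leave out the spread between mice and cultures, and those of CPM values and ratios also leave out the spread between cells.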

Other observations

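Of the tests in this part, those on the tag, on mixed droplets and on the mice of KeapKO control were chosen after the results were seen, while those on cycling cells and on strongly responding cells were set before their outcome was known. The minority of WT control cells described below was itself picked among 5 clusters after its leading genes had been seen. The set of tests was revised after a first run. A test on NRF2 targets in the minority was taken out because related values had already been seen, and 1 on cell cycle and interferon genes was taken out as well. A doublet test on the KeapKO oligo, with medians of 4.28% in the minority and 5.17% in other WT control cells, was replaced because cells had been assigned by these oligos. A test on the mice for WT heme was taken out because its value was the pattern itself.

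MHC class II transcripts were spread unevenly over cells, most clearly in KeapKO control. In KeapKO control, 84.1% of H2-Aa UMIs and 83.7% of Cd74 UMIs lay in 395 cells of the class II-rich cluster, 21.3% of the library. In WT heme, 57.1% of H2-Aa UMIs lay in 185 such cells. In WT control 39.5% lay in 36 cells, so that most lay outside the cluster there. Clustered within its own library, WT heme had a group of 185 cells led by Cd74, H2-Ab1 and H2-Aa and KeapKO control a group of 218 cells in which Cd74 and H2-Aa were found in 67.4% and 34.4% of cells, and Ccl5, the highest in ratio, in 2.75%, while none of the 5 WT control groups was led by class II genes.

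Genes higher in KeapKO control were also higher in a minority of WT control cells. Clustered alone, WT control had a group of 118 cells (6.87%) led by Mamdc2, Ksr2, Mmp12 and Itgax, in which Itgax stood at 59.1 CPM (51.3 to 67.8) against 2.85 in the other 1600 cells and 61.7 in KeapKO control. Atp6v0d2 stood at 364 against 37.6 CPM, Mmp12 at 2561 against 141, the heme synthesis gene Alas1 at 180 against 52.8, and Mki67 at 13.5 against 175. The 231 genes at least 2-fold higher in the knockout had a median log2 ratio of 0.80 in the minority over the other cells, where all genes had -0.21, and 93 of them were at least 2-fold higher. The knockout's own top genes were not all included, with Heph at 0.861 against 1.44 CPM, and 0 of 27 NRF2 targets were past 2-fold, with a median of 0.01 at the 95.9th percentile of random lists. Nqo1 stood at 41.3 against 38.2 CPM and Slc7a11 at 24.1 CPM (19.2 to 29.8) against 13.5. A WT heme group of 186 cells shared 6 of its 10 leading genes with this minority, and had Itgax at 28.0 against 3.27 CPM, Mmp12 at 4695 against 411 and Alas1 at 154 against 44.1. The 231 genes had a median of 0.25 there over the other WT heme cells. Itgax was found in 4.64%, 6.53% and 37.4% of thinned cells of WT control, WT heme and KeapKO control, or 7.63%, 11.8% and 49.8% before thinning.

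The values argue against KeapKO cells carrying the WT control tag, since Keap1 stood at 13.2 CPM (9.66 to 17.6) in the minority against 3.63 in the knockout. They argue against an even admixture of average KeapKO RNA as the whole cause, since 1 share of it, 25.6% by the median gene, missed the counts of 63.6% of the 231 genes. Droplets that also hold a cell of a particular knockout group stay open, because the test used the library average and intervals for counting error only. Fewer cycling cells do not account for the pattern, since against the 850 other cells without Mki67 or Top2a the median was 0.95, above the random range of -0.18 to -0.07. No biological explanation was tested. A difference between the mice or cultures cannot produce this contrast within 1 culture, but stays open for the ratios of KeapKO control that define the 231 genes.

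Interferon-stimulated genes were lower in WT heme and KeapKO control than in WT control. Ifi27l2a was found in 78.2%, 44.7% and 14.3% of thinned cells of WT control, WT heme and KeapKO control, or 79.6%, 56.2% and 23.8% before thinning. WT heme, with a list median of -1.24, shares its mouse with WT control, so that no difference between mice enters there. For KeapKO control, with a median of -2.45, the genotype and the mouse cannot be told apart, because each genotype came from 1 mouse. A few strongly responding WT control cells do not account for the difference of KeapKO control. Without the 10% of WT control cells with the highest share of list UMIs its median was still -1.86, and it was -2.52 without cells that held a Mki67 or Top2a UMI. Leaving out strongly responding cells was not tried for WT heme. A link to NRF2 activity was not tested, and a difference between cultures stays open.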
